A study of Arabidopsis thaliana with 24 samples. Its data were reported in "A Stress-Activated Transposon in Arabidopsis Induces Transgenerational Abscisic Acid Insensitivity" (2016).

How the data were processed

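Gene expression was measured in Arabidopsis thaliana seedlings of 4 lines, each grown for 7 days without or with 2 µM abscisic acid (ABA), a plant hormone of seed maturation and of the response to water shortage. The lines were the wild type (WT, ecotype Columbia), the nrpd1 mutant, and the lines 13-7 and 19-4, which descend from heat-stressed nrpd1 plants and carry new copies of ONSEN. ONSEN is a retrotransposon that heat activates. NRPD1 is a subunit of RNA polymerase IV, which makes the small RNAs that direct DNA methylation to transposons. The 8 combinations of line and treatment had 3 replicates each, so that 24 arrays were analysed. Groups and replicate numbers were taken from the sample labels.

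Total RNA (100 ng per sample) was labelled with 1 dye and hybridised to a custom Agilent array, 1 array per sample. Per the file headers, the spots were read with Feature Extraction 10.7.3.1, and the processed signal is a spot's intensity after subtraction of the background and detrending within the array. Those intensity values were deposited without any scaling between arrays. The authors also deposited a table of log2 values, which was compared with the scanner values: it held the log2 processed signal minus the 75th percentile of each array, and 99.996% of its values lay within 0.06 of the value computed here. Its 24 sample columns were all matched to arrays.

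Each array held 54778 spots, of which 53459 were not controls. Spots of 1 probe were averaged, which left 52586 probes. Of these, 32781 named 1 locus, 502 named an exon, intron or junction of a locus, and 19206 named other transcribed regions. A further 97 locus probes were printed again in 10 spots. Locus names were read from the array and matched to a table of gene names of assembly TAIR10.1, in which 32316 of the locus probes (98.6%) were found. That table was used for symbols only, and no coordinates are given, because no genome sequence was used here. The positions of the ABI5 and ABI4 probes relative to the ONSEN insertions were therefore not analysed. The sequence of 282 locus probes was also carried by another probe. Control spots were left out, as were 850 outlier spots over all arrays. No spot was saturated.

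The log2 processed signal was scaled by subtracting each array's 75th percentile. A gene was represented by its locus probe, or by the brighter of its probes where the locus probe was printed again. The 97 genes with both kinds of probe gave no opposite changes above the fold limit between 13-7 and nrpd1 under ABA. A gene was tested if its probe was well above background on all 3 arrays of at least 1 group, which left 23034 genes. Comparisons were made with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, in 1 model of the 8 groups over the 24 arrays with 16 residual degrees of freedom and no block. Tests were two-sided. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change above 1.5-fold in either direction. Scaling, fold limit and p limit follow the methods of the study, and limma replaced the t-test named there, which was run as an alternative. Each adjusted p-value below is from limma unless another test is named. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

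A probe that was not well above background on any array of a group has only a bound there. Its fold is then given as at least N-fold, from the mean of the brighter group over its 3 arrays against the mean, over the dim group's arrays, of the higher of the probe's own value and the lowest signal among probes well above background. No fold is given where both groups are dim.

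The genes named in the report were chosen by a rule written before the data were examined, as were the alternatives, except for 3 named below. ABI5, ABI4, NRPD1 and 8 ONSEN loci were always named. For each line against nrpd1 under ABA, the 3 genes that rose most and the 3 that fell most were named, among called genes whose arrays did not overlap between the groups and whose probe was well above background, and not saturated, on all 6 arrays. For the comparisons without ABA, 2 of each direction were named. The list of ONSEN loci and 3 gene lists were written from general knowledge of Arabidopsis. The lists were 22 ABA marker genes, 17 seed maturation genes and 19 photosynthesis genes. All their members were found on the array and tested. They were tested with limma's camera at a preset correlation of 0.01, with adjustment over the 6 list tests under ABA. A list of transposable element genes was planned and was not run, because neither the array nor the table of gene names used here marks that class.

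The calculation was tested on simulated data for the comparison of 13-7 with nrpd1 under ABA, with 22960 genes of which 200 were changed by known amounts. Over 10 simulations 85.9% of the changed genes were called, 0 in the wrong direction, and 4.39% of the calls were false. A t-test recovered 45.5% of them. A response set to 30% of that of nrpd1 was recovered as 30.5%. The noise was drawn for each gene and array separately, with the same spread in all groups. Deviations shared by the genes of an array and unequal spreads of the groups were thus left out. The 4.39% is therefore not the error rate of the calls from the data. The simulations of an unchanged 13-7 described below gave up to 425 calls (own group) and 5153 (all arrays).

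The comparisons of 13-7 and of 19-4 with nrpd1 under ABA share the nrpd1 ABA arrays with each other and with the ABA response of nrpd1. Overlaps and correlations between them were therefore set beside 20 simulations of unchanged lines. The first such simulation drew the deviations of whole arrays from all 24 arrays. After its values had been seen, a second was added in which each array draws its noise from its own group, and both are given. The other alternatives added after the data were seen were a replicate block with only the groups compared in the fit, and array weights by group.

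The scanner files gave 5 slides and 2 scan days. Deviations from the group means correlated at a mean r of 0.082 across genes between arrays of 1 slide and -0.017 between slides, at 0.018 within a scan day and -0.011 between days, and at 0.080 between arrays of the same replicate number and -0.035 otherwise. Slide was tested as a fixed block and as a random block. Whether the replicate numbers pair the samples was checked for each comparison of 2 groups, from the correlation of the deviations of same-numbered arrays. It lay above 0.1 for all 3 numbers in 3 comparisons: 13-7 with nrpd1 without ABA (0.75, 0.50 and 0.45), nrpd1 with WT without ABA (0.75, 0.65 and 0.63) and 19-4 with 13-7 under ABA (0.14, 0.22 and 0.15). The labels give no reason for the pairing, but same-numbered arrays of these 3 comparisons lay on the same slide. So did those of nrpd1 and WT under ABA, where the correlations were 0.08, -0.09 and -0.03, so that a shared slide alone does not give such pairs. A fit with the replicate number as a block was an alternative for all comparisons.

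Alternatives were also tried for the background correction (normexp with an offset of 50), the scaling (quantile normalization, or the median), the source of the values (the authors' table), the filter on dim probes, the choice of probe, the fold limit, the arrays in the fit, the test and each array left out in turn. The 75th percentile of the processed signal lay between 372 and 662 on the other arrays, but was 224 and 191 on replicates 2 and 3 of the 19-4 control, where 46.8% and 47.5% of the probes were well above background against 51.2% to 59.7% on the other arrays. With 3 arrays per group, their number limits the precision. ONSEN insertion sites and the published lists of ABI4 and ABI5 target genes were not used here.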

Results

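Transcript levels were measured on 24 one-dye arrays, with 3 arrays for each of the 8 groups formed by WT, nrpd1, 13-7 and 19-4 seedlings without and with 2 µM ABA. The line 13-7 carries an ONSEN copy in the first intron of ABI5, and 19-4 carries one in the exon of ABI4. ABI5 and ABI4 are transcription factors of the ABA response in seeds and young seedlings. Between 46.8% and 59.7% of the probes on an array were well above background, and 23034 genes were tested. Pearson's r across genes between arrays of a group ranged from 0.904 in the nrpd1 control to 0.994 in 13-7 under ABA. The median SD of a gene over the 3 arrays was lowest in nrpd1 under ABA (0.10 on the log2 scale) and highest in the nrpd1 control (0.31). Levels below are log2 signals relative to the 75th percentile of the array, given as mean ± SD over 3 arrays, and changes are log2 differences with their standard error (SE).

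NRPD1 (listed as NRPD1A, AT1G63020) was measured to see whether the parent line lacks its transcript. Without ABA its level was 0.32 ± 0.37 in WT and -2.33 ± 0.51 in nrpd1, a change of -2.65 (SE 0.45, adjusted p 0.00358), with all 3 nrpd1 arrays below all 3 WT arrays. With array weights by group, an alternative added later, the adjusted p was 0.0621, and with only the groups compared in the fit it was 0.119. Under ABA the level was 0.74 ± 0.15 in WT, and the probe was not well above background on any nrpd1 array, so that NRPD1 was at least 54.5-fold lower in nrpd1. Without ABA the probe was well above background on all 3 arrays of nrpd1 and of 13-7 (-2.58 ± 1.25), and on 0 of 3 of 19-4. The nrpd1 control arrays thus show a lower signal and not a lack of it. Under ABA it was well above background on no array of 13-7 or 19-4. The source of the signal in these controls was not tested.

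ABI5 (AT2G36270) and ABI4 (AT2G40220) were compared between the lines to see whether the insertions change their expression. In WT and nrpd1, ABI5 was at 4.52 ± 0.06 and 4.50 ± 0.07 under ABA, against -1.21 ± 2.02 and -1.86 ± 0.79 without ABA. In 13-7 it was at 1.62 ± 0.21 under ABA, a change of -2.88 against nrpd1 (SE 0.66, adjusted p 0.00151). In 19-4, whose insertion lies in ABI4, it was at 0.55 ± 0.60, a change of -3.95 (SE 0.66, adjusted p 6.69e-05). All 3 arrays of each line lay below all 3 nrpd1 arrays. Without ABA, ABI5 was not called in either line against nrpd1 (changes of 1.49 in 13-7, adjusted p 1.0, and 0.38 in 19-4, adjusted p 0.694). The ABA response of ABI5 was 6.35 in nrpd1, 1.98 in 13-7 and 2.02 in 19-4.

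ABI4 was at 2.35 ± 0.13 in WT and 2.33 ± 0.12 in nrpd1 under ABA. In 19-4 under ABA it was not well above background on any array, and was at least 168-fold lower than in nrpd1 (adjusted p 6.89e-06). In 13-7 it was at -0.11 ± 0.61, below nrpd1 on all 3 arrays, and the change of -2.44 (SE 1.16) was not called at an adjusted p of 0.0875. The change was called with normexp (-2.21, adjusted p 0.000855), with slide as a fixed block (-3.43, adjusted p 0.0288) or a random block (-2.72, adjusted p 0.0484), with array weights by group (adjusted p 0.00352), and with only the groups compared in the fit (adjusted p 0.000977). ABI4 was at least 31-fold lower in 19-4 than in 13-7 under ABA. Without ABA its probe was well above background on 1 of 3 arrays in WT and in nrpd1 and on 0 of 3 in the lines.

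**Figure D1:**
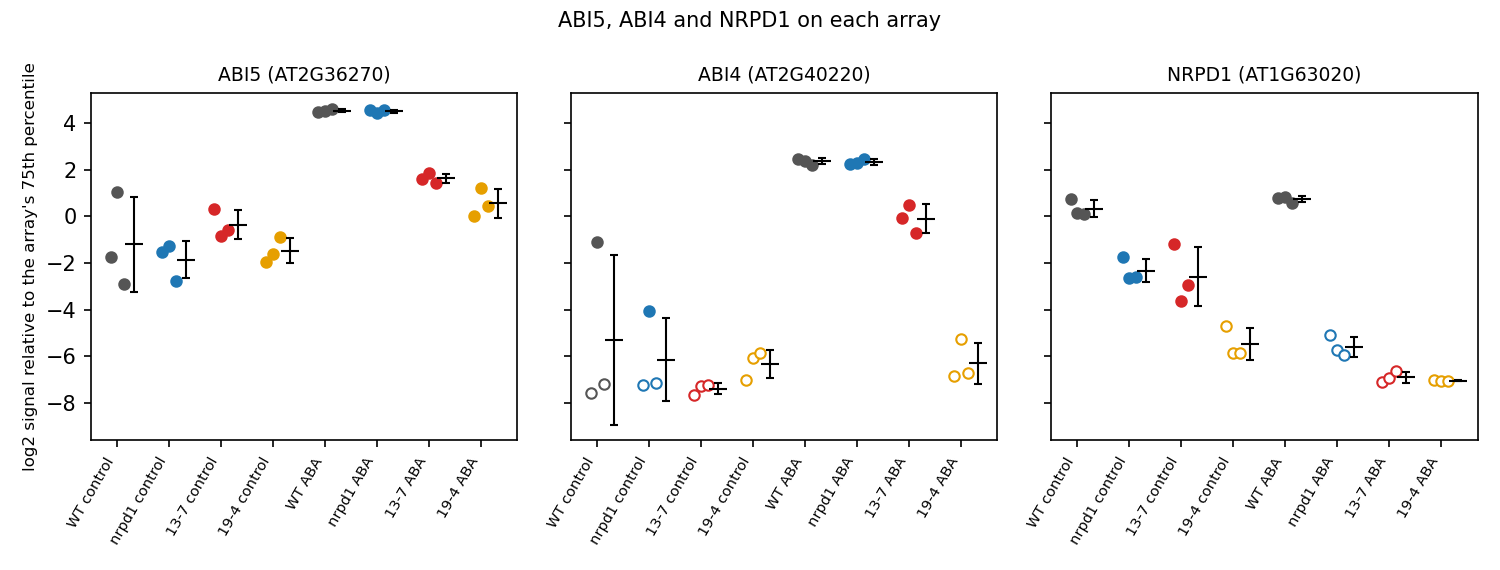
Levels of ABI5, ABI4 and NRPD1 (log2 signal relative to the 75th percentile of the array) on each of the 24 arrays, by group; filled points are well above background, open points are not, and bars give the mean ± SD of 3 arrays. ABI5 under ABA lies at 4.50 ± 0.07 in nrpd1, 1.62 ± 0.21 in 13-7 and 0.55 ± 0.60 in 19-4, and ABI4 is well above background on no 19-4 array.

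The ONSEN loci were measured because the lines carry new copies of the element. The copies are near-identical in sequence, so that 1 probe can read transcripts of several. In WT and nrpd1 the probes of AT1G11265, AT3G61330 and AT1G48710 were not well above background on any array, and in both lines they were on every array. Without ABA, AT1G11265 was at -0.67 ± 0.16 in 13-7 and -0.12 ± 0.22 in 19-4, at least 21.1-fold and 31-fold higher than in nrpd1. AT3G61330 was at least 31.4-fold and 46.6-fold higher, and AT1G48710 at least 20.1-fold and 25.2-fold. Under ABA the bounds for these 3 loci were 46.3-fold, 66.5-fold and 37.8-fold in 13-7, and 42.8-fold, 62.1-fold and 37.4-fold in 19-4. The probes of AT1G11265 and AT3G61330 share a stretch of 55 bases of their 60, so that they are not separate measurements. The bounds for AT3G59720, AT5G13205, AT3G32415 and AT1G58140 without ABA lay between 2.43-fold and 7.11-fold in 13-7 and between 5.43-fold and 19.0-fold in 19-4. Without ABA, 7 of the 8 loci were called in each line, and AT1G21945 was not (0.20 in 13-7 and 0.09 in 19-4). With normexp, AT1G58140 (0.59, adjusted p 1.0) and AT3G32415 (0.67, adjusted p 1.0) were not called in 13-7 without ABA. With only the groups compared in the fit, the loci not called without ABA were AT3G61330, AT1G48710, AT5G13205 and AT1G58140 in 13-7 (adjusted p from 0.0676 to 1.0) and AT1G58140 and AT3G32415 in 19-4 (0.0878 and 0.0719). With a replicate block as well, AT1G11265 alone among the 8 loci was called in 13-7, and the 6 others called at first had adjusted p-values from 0.132 to 0.575. In 19-4, where the replicate numbers do not pair the arrays, that fit called none of the 8 (adjusted p of 0.0958 for AT1G11265 and from 0.141 to 0.161 for the 6 others called at first).

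**Figure D2:**
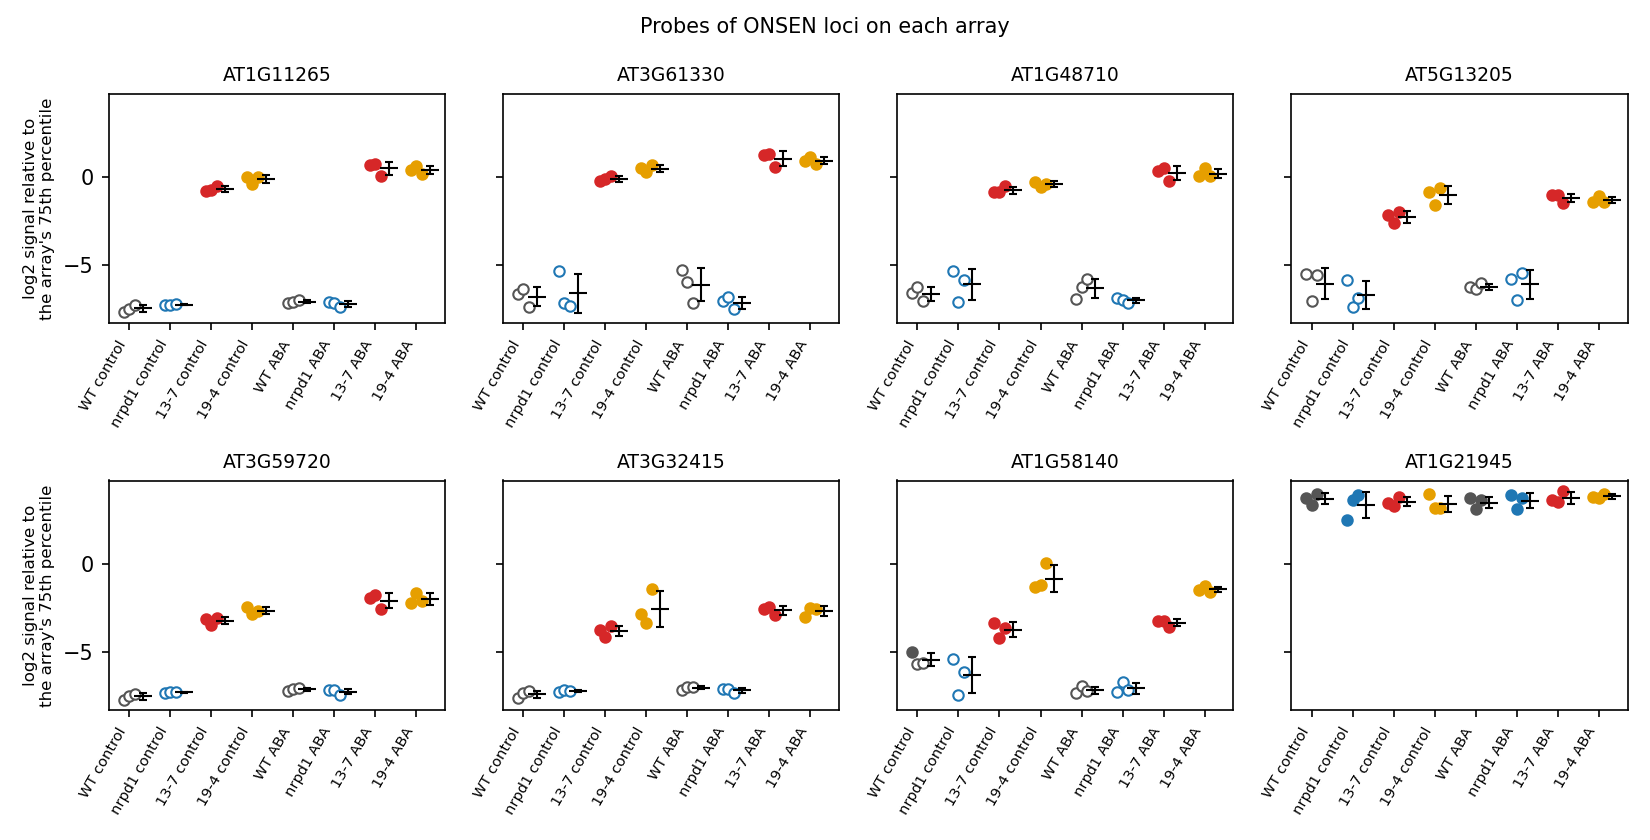
Levels of 8 ONSEN loci (log2 signal relative to the 75th percentile of the array) on each of the 24 arrays, by group; filled points are well above background, open points are not. AT1G11265 lies at -0.67 ± 0.16 in 13-7 and -0.12 ± 0.22 in 19-4 without ABA, and its probe is well above background on no WT or nrpd1 array.

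The comparison of each line with nrpd1 under ABA asks how the insertions change expression during ABA treatment. In 13-7, 8791 genes were called, 4600 higher and 4191 lower. In 19-4, 10462 genes were called, 5268 higher and 5194 lower. At an unadjusted p under 0.05 the counts were 13183 and 14415. The alternative that moved these counts most was a 2-fold limit, with 5268 and 6795 genes. The split by direction depended on the scaling: with the median of each array in place of the 75th percentile, 3557 of 10868 genes called in 13-7 were higher (32.7%, against 52.3%). Under that scaling the median change of all genes was -0.34 in 13-7 and -0.21 in 19-4, against -0.10 in both under the 75th percentile. Both lines had 7595 called genes in common, 7583 of them changed in the same direction, while 1196 were called in 13-7 only and 2867 in 19-4 only. The changes in the lines correlated across genes at r = 0.93. Genes are not independent replicates, and both comparisons use the same nrpd1 arrays: simulated unchanged lines gave a median r of 0.52 and a highest of 0.98 with noise from each array's own group, and 0.56 and 0.87 with noise from all arrays.

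By the rule for named genes, the largest rises in 13-7 under ABA were those of AT4G22490 (6.45, SE 0.59, adjusted p 2.49e-07), NEET (AT5G51720; 5.96, SE 0.84, adjusted p 1.94e-05) and FRO6 (AT5G49730; 5.79, SE 0.66, adjusted p 2.46e-06). The largest falls were those of CHI (AT2G43570; -5.01, SE 1.22, adjusted p 0.00238), AT1G32710 (-4.72, SE 1.03, adjusted p 0.00104) and HB5 (AT5G65310; -4.68, SE 0.22, adjusted p 1.98e-10). CHI and HB5 were also called lower in 13-7 without ABA (-7.51, adjusted p 0.00699, and -3.25, adjusted p 5.69e-08). Their falls are thus not specific to ABA treatment. The CHI probe was well above background on 1 of the 3 13-7 control arrays. In 19-4 the largest rises were those of AT4G22490 (8.24, SE 0.59, adjusted p 6.46e-09), AT3G05727 (7.61, SE 0.53, adjusted p 5.26e-09) and AT2G05540 (6.57, SE 0.93, adjusted p 1.20e-05). The largest falls were those of PAP85 (AT3G22640; -7.91, SE 2.30, adjusted p 0.00683), AT2G18340 (-7.24, SE 1.15, adjusted p 4.12e-05) and AT2G24560 (-7.17, SE 0.70, adjusted p 1.93e-07).

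The ABA responses of the parent and WT give the set of genes that respond to the hormone. ABA changed 13053 genes in nrpd1 (6771 higher and 6282 lower) and 12126 in WT (6273 and 5853). It changed 4253 genes in 13-7 (1848 higher and 2405 lower) and 3190 in 19-4 (1525 and 1665). With median scaling the split moved to 10020 higher and 4823 lower in nrpd1, 9535 and 4611 in WT, 2342 and 1998 in 13-7, and 4253 and 1040 in 19-4. The median change of all genes was 0.12 in nrpd1 and 0.13 in WT, and 0.48 and 0.44 under median scaling. The count in 19-4 dropped to 1662 without replicate 3 of its control and to 1789 without replicate 2 of its ABA arrays. The methods' t-test gave 152 genes there.

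Of the 8791 genes called in 13-7 under ABA, 7712 also responded to ABA in nrpd1, which is 87.7% (95% Wilson interval 87.0% to 88.4%), and 7660 of these had changed in the opposite direction in nrpd1. Of the 10462 genes called in 19-4, 8355 did (79.9%, 79.1% to 80.6%), 8284 of them in the opposite direction. The intervals cover counting error only, and genes are not independent. Of all genes tested, 56.7% responded to ABA in nrpd1. Both comparisons use the nrpd1 ABA arrays, so that a share above that level arises without any effect. Among as many top-ranked genes of simulated unchanged lines, the median share was 61.9% for 13-7 and 57.7% for 19-4 with noise from each array's own group (highest 69.6% and 65.6%), and 60.4% and 59.9% with noise from all arrays (highest 69.4% and 64.0%). The alternative that moved the shares most was the methods' t-test, with 72.4% and 66.6%. The change in a line and the ABA response of nrpd1 correlated across genes at r = -0.80 for 13-7 and -0.81 for 19-4. Simulated unchanged lines gave medians of -0.09 and -0.08 with a lowest r of -0.52 and -0.48 (own group), and medians of -0.15 and -0.24 with a lowest r of -0.58 and -0.54 (all arrays).

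**Figure D3:**
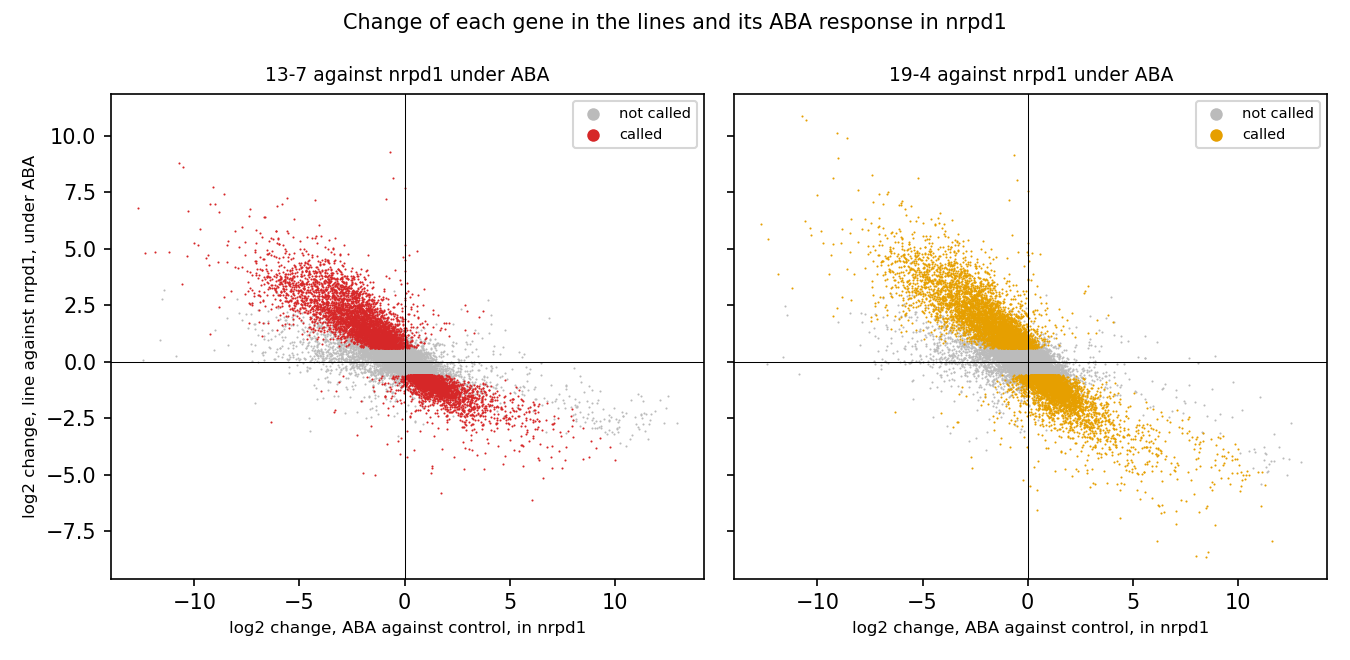
Change between each line and nrpd1 under ABA (log2, vertical) against the ABA response of nrpd1 (log2, horizontal), 1 point per gene. Both axes use the nrpd1 ABA arrays, and r across genes is -0.80 for 13-7 and -0.81 for 19-4, against a lowest r of -0.58 and -0.54 in simulated unchanged lines.

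The size of the ABA response was compared over the 12126 genes called in WT, with each gene's response signed by its direction in WT. The median response was 1.34 ± 0.058 in nrpd1, 0.43 ± 0.088 in 13-7 and 0.078 ± 0.025 in 19-4 (mean ± SD over 3 ABA arrays, each against the mean of its control arrays). From the group means, the response of 13-7 was 32.2% of that of nrpd1 and that of 19-4 was 5.67%. All 3 arrays of each line lay below all 3 nrpd1 arrays (two-sided exact permutation p 0.1 for each line, the smallest that 3 arrays against 3 allow). The share of these genes that changed in the direction of WT was 99.3% in nrpd1, 86.4% in 13-7 and 56.7% in 19-4. The response of 19-4 moved most with median scaling, to 0.28, and to 0.032 without replicate 1 of its control. The SD over ABA arrays leaves out the spread of the control arrays. Against single control arrays (replicates 1 to 3) the response of 19-4 was 0.144, 0.040 and 0.036 (SD 0.061). That of 13-7 lay between 0.399 and 0.458. Replicates 2 and 3 of the 19-4 control had low signal, so that the size of its response rests in part on those arrays. Under ABA 911 genes were called between 19-4 and 13-7.

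**Figure D4:**
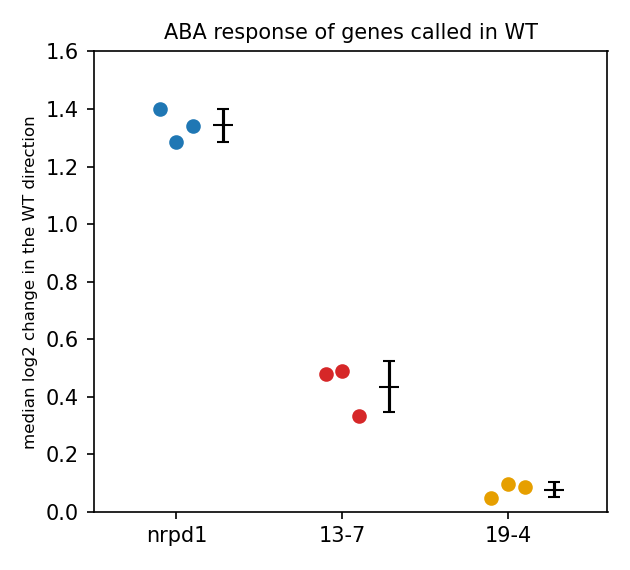
Median ABA response (log2, signed by the direction in WT) of the 12126 genes called in WT; points are the 3 ABA arrays of a line and bars the mean ± SD. The lines 13-7 (0.43 ± 0.088) and 19-4 (0.078 ± 0.025) lie below nrpd1 (1.34 ± 0.058). The SD leaves out the spread of the control arrays, of which 2 in 19-4 had low signal.

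The direct test of a different ABA response called 6328 genes between 13-7 and nrpd1 (3104 with a higher and 3224 with a lower response) and 11296 between 19-4 and nrpd1 (5256 and 6040). With median scaling 8138 genes were called for 13-7, of which 2295 were higher. For ABI5 the difference in response was -4.37 in 13-7 (SE 0.93, adjusted p 0.00209) and -4.33 in 19-4 (SE 0.93, adjusted p 0.000882).

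Lists of genes written beforehand were tested in the lines against nrpd1 under ABA. The 19 photosynthesis genes had a median change of 2.30 in 13-7 (camera, adjusted p 2.49e-09) and 2.59 in 19-4 (adjusted p 5.39e-09), and all 19 were higher in each line. Of these, 17 were called in 13-7 and 18 in 19-4, and the counts adjusted over the list alone were also 17 and 18. Both list results held under fry (adjusted p 8.00e-06 and 4.59e-06) and not under an estimated correlation (adjusted p 0.274 for each). The 17 seed maturation genes had a median change of -2.61 in 13-7 (adjusted p 0.0665, fry 0.0684), with 17 lower, and of -3.79 in 19-4 (adjusted p 0.122, fry 0.0744), with 15 lower. Neither passed the correction. For 13-7, leaving out replicate 1 or 3 of nrpd1 under ABA gave 0.0455 and 0.0340. With slide as a fixed block the adjusted p was 0.00225 in 13-7 and 0.00947 in 19-4. Of this list 4 genes were called in 13-7 (2 adjusted over the list alone) and 8 in 19-4 (8). The 22 ABA marker genes had a median change of 0.08 in 13-7 (adjusted p 0.384) and -0.27 in 19-4 (adjusted p 0.862), with 7 (7 adjusted over the list alone) and 8 (8) called. In 19-4 the median and the mean of this list (-0.32) were negative while camera gave the upward direction. The list mixes directions, since under ABA in nrpd1 17 of its genes rose and 5 fell. Against nrpd1, 11 rose and 11 fell in 13-7, and 9 rose and 13 fell in 19-4. ERD10 (-2.71 under ABA in nrpd1) changed by 3.04 and 2.89 in the lines, and RD29B (9.17) by -1.82 and -3.14. A median near 0 therefore does not show that these genes responded as in nrpd1.

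Within the lines, ABA changed the seed maturation genes by a median of 9.33 in nrpd1, 8.67 in WT, 8.10 in 13-7 and 5.17 in 19-4. The photosynthesis genes changed by -2.18, -2.32, 0.01 and 0.29, and the ABA marker genes by 1.5, 1.6, 1.62 and 0.98, in the same order. Of the 22 marker genes 5, 4, 0 and 3 were lower under ABA, so that these medians mix directions. Without ABA, 12 of the 17 seed maturation genes in 13-7 and 8 in 19-4 were not well above background on any array, against 2 in nrpd1 and 1 in WT. With values under the lowest signal well above background raised to it, the medians of the seed maturation genes were 8.33 in nrpd1, 7.42 in WT, 6.81 in 13-7 and 4.38 in 19-4. On that scale the changes against nrpd1 under ABA were -2.43 in 13-7 and -3.79 in 19-4 for the seed maturation genes, and 2.28 and 2.43 for the photosynthesis genes.

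The comparisons without ABA ask what the lines differ in before treatment. Between 13-7 and nrpd1, 32 genes were called (18 higher and 14 lower, 312 at an unadjusted p under 0.05). Between 19-4 and nrpd1 there were 4828 (2428 and 2400, 9826 unadjusted). Between nrpd1 and WT there were 214 (86 and 128, 1151 unadjusted). These counts depend on the arrays in the fit and on the test. With only the groups compared in the fit, the counts were 6, 10 and 17 genes, and with array weights by group 21, 1915 and 90. For 13-7 against nrpd1 and nrpd1 against WT, where the replicate numbers pair the arrays, a replicate block with only the groups compared gave 1 and 37 genes. The methods' t-test gave 1, 2 and 4 genes. For nrpd1 against WT the count dropped to 133 without replicate 2 and to 130 without replicate 3 of the WT control.

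The largest rises in 13-7 without ABA, among genes well above background in both groups, were those of MRD1 (AT1G53480; 3.29, SE 0.32, adjusted p 1.12e-05) and AT5G03090 (3.16, SE 0.50, adjusted p 0.00540). The largest falls were those of AT5G02160 (-8.33, SE 0.45, adjusted p 2.47e-09) and HB5 (-3.25, SE 0.22, adjusted p 5.69e-08). None of these 4 genes was called in 19-4 without ABA. With only the groups compared, MRD1 and AT5G03090 had an adjusted p of 0.0996, and AT5G02160 and HB5 of 0.0521. With a replicate block as well, the adjusted p was 0.575 for MRD1 and AT5G03090, 0.305 for AT5G02160 and 0.198 for HB5. In 19-4 the largest changes were those of AT2G16367 (5.44, SE 1.26, adjusted p 0.00413), AT3G28220 (3.92, SE 1.21, adjusted p 0.0211), PDF1.2 (AT5G44420; -7.17, SE 1.53, adjusted p 0.00256) and PDF1.2b (AT2G26020; -6.00, SE 1.32, adjusted p 0.00315). With only the groups compared, their adjusted p was 0.13 for AT2G16367, PDF1.2 and PDF1.2b and 0.131 for AT3G28220. With a replicate block as well, though the replicate numbers do not pair the arrays there, it was 0.161 for AT2G16367, PDF1.2 and PDF1.2b and 0.167 for AT3G28220. AT3G28220 was not called without replicate 1 of the nrpd1 control (2.85, adjusted p 0.109) or without replicate 2 or 3 of the 19-4 control. AT5G03090 was not called without replicate 2 of the nrpd1 control (2.88, adjusted p 0.0571).

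Between nrpd1 and WT without ABA, the largest rises were those of AT2G01422 (5.41, SE 0.31, adjusted p 4.85e-09) and AT3G29639 (5.04, SE 0.15, adjusted p 3.44e-13), and the largest falls those of SADHU3-2 (AT3G42658; -4.42, SE 0.62, adjusted p 0.000492) and AT2G06002 (-4.06, SE 0.64, adjusted p 0.00171). With array weights by group the falls had adjusted p-values of 0.113 and 0.132. AT2G06002 had an adjusted p of 0.0949 with only the groups compared and 0.154 with a replicate block as well. Under ABA, 431 genes differed between nrpd1 and WT (293 higher and 138 lower, 1815 at an unadjusted p under 0.05), and normexp gave 129.

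Between 19-4 and 13-7 under ABA, 911 genes were called (378 higher and 533 lower, 4255 unadjusted). With median scaling 586 of 910 genes were higher. With a replicate block and only these groups in the fit, 1751 genes were called. Leaving out any of 5 of the 6 arrays lowered the count by more than 1.5 times, down to 269 without replicate 2 of 13-7.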

Values the study reported

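The study reported that 6,520 genes in 13-7 and 7,262 genes in 19-4 were differentially expressed under ABA, with limits of 1.5-fold for higher and 0.67-fold for lower expression. Of these, 4,702 genes (72%) in 13-7 and 4,891 genes (67%) in 19-4 were reported to overlap with the genes that respond to ABA in nrpd1. Of the genes directly regulated by ABI4, 72 of 95 were reported as suppressed in 19-4, and of those regulated by ABI5, 28 of 59 in 13-7.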

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

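Of the tests below, those chosen or altered only after the result was seen were the count of genes with a different response in 19-4 that were called the other way without ABA, and the comparisons with mixtures of plants. The ABA response differed between a line and nrpd1, by a direct test, for 6328 genes in 13-7 and 11296 in 19-4. Among the named genes detected on every array of the groups compared, the differences in response in 13-7 were -4.37 for ABI5, 6.56 for AT4G22490, 5.66 for NEET, 5.35 for FRO6, -1.44 for HB5, 6.10 for AT3G05727, 5.88 for AT2G05540, -3.49 for AT2G24560, 5.11 for AT5G02160 and 1.34 for AT3G29639. In 19-4 they were -4.33 for ABI5, 7.22 for AT4G22490, 6.47 for NEET, 6.48 for FRO6, -2.06 for HB5, 6.41 for AT3G05727, 6.87 for AT2G05540, 2.58 for AT5G02160 and 2.12 for AT3G29639.

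A difference in response can arise from the control arrays instead of the ABA arrays. Of the genes with a different response in 13-7, 94.5% (5983) were also called between the lines under ABA in the same direction, against 38.2% of all genes. In 19-4 it was 69.7% (7871) against 45.4%. Both tests use the same ABA arrays, so that a share above that of all genes is partly built in. No share was computed for unchanged lines, so that the shares alone do not decide. The calls under ABA do not use the control arrays, however, which argues against those arrays as the only cause for the 5983 and 7871 genes. Of the 3425 others in 19-4, 1664 (48.6%) were called the other way without ABA, so that for these genes an effect of the 19-4 control arrays, whose signal is low, and a change of the line without ABA cannot be told apart. Among the named genes, AT5G02160 and HB5 in 13-7 and AT3G29639 in 19-4 also differed from nrpd1 without ABA, with changes of -8.33, -3.25 and -1.42.

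In 100 splits of the line labels within each treatment, 9, the real one among them, gave as many genes with a different response for 13-7, so that chance is not excluded by that count. The others of the 9 also keep the real groups under ABA, and so retain that difference, and mix only the controls. Splits that mix the ABA groups gave at most 2 genes. For 19-4, 1 of 100 splits, the real one, gave as many genes. Splits that keep the real groups under ABA and mix only the controls gave from 7651 to 10813 genes. Those that mix the ABA groups gave at most 577. The share of 1 in 100 rests mostly on splits that mix ABA groups known to differ. Of the 9 splits that keep the real groups under ABA, 1, the real one, gave as many. No share under 0.05 is possible among these 9. Chance is thus not excluded by that count for the difference in response of 19-4, and the nearest split lay close, at 10813 against 11296.

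A candidate explanation for a smaller response is an ABA sample made of some plants that respond like nrpd1 and others that look untreated. On the linear scale the seed maturation genes lay 4.46 percentage points lower than other strongly raised genes in 13-7 on the way to nrpd1 under ABA (difference -4.46, mean over 3 arrays) and 2.24 points higher in 19-4, inside the middle of those genes' range on each array. The photosynthesis genes lay at -1.87% of the way in 13-7 and -29.8% in 19-4. Of 100 simulated mixtures 5 and 11 put them as low, over ranges from -18.2% to 41.3% and from -171% to 81.9%, which are too wide to decide. For the pattern that seed genes keep a large induction on the log2 scale (8.10 in 13-7) while photosynthesis genes lose their repression, a mixture and a response that differs between genes cannot be told apart. The lists did not lie at 1 fraction, however. The ABA markers lay at 51.5% in 13-7 and 26.7% in 19-4, against 21.8% and 5.36% for the strongly raised genes, and simulated mixtures put them at 36.8% and 14.2% at most. A mixture alone therefore does not account for the ABA markers. It would also not leave genes outside the range between the line's own control and nrpd1 under ABA. Yet 347 genes in 13-7 (235 above both and 112 below both) and 949 in 19-4 (488 and 461) were called there. The simulated mixtures, with 21.8% and 5.36% of nrpd1-like RNA, gave at most 182 and 800 such genes, and 0 of 100 gave as many. A mixture alone therefore does not account for those genes, with the low signal of the 19-4 control arrays as a limit. The insertions in ABI5 and ABI4, other new insertions in the lines and a different stage of the seedlings stay open as explanations of the smaller response, and were not tested.

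Probes outside the gene table were also called under ABA. For other transcribed regions 2280 of 7049 were called between 13-7 and nrpd1 and 2830 between 19-4 and nrpd1. For segments of loci the counts were 82 of 199 and 101, and for probes antisense to them 35 of 109 and 65. At the 10 loci with pairs of an antisense and a sense probe, the change of the antisense probe followed that of the sense probe at the same place (r = 0.88 across 98 pairs for 19-4, 0.71 for 13-7 and 0.83 for ABA in nrpd1; pairs at 1 locus are not independent). Signal of the sense transcript on antisense probes may therefore account for these calls, and antisense RNA that changes together with the sense transcript stays open. No technical explanation was tested for the other regions. They follow the same comparison as the genes, and a response of those transcripts to ABA stays open.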

How the results depend on the processing

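The tests chosen only after the data were seen were array weights by group, the replicate block with only the groups compared, and the simulation of unchanged lines with noise from each array's own group. Counts of genes called are named by their comparison, shares are those of the genes called in a line under ABA that respond to ABA in nrpd1, and medians are the median ABA responses of genes called in WT. Away from leaving out arrays, 170 recomputed counts stayed within 1.5 times and 36 did not. Of the named genes' recomputed changes 640 kept their call, 53 lost it and 7 gained it, and no direction was reversed among the called changes. Where a cause is not given below, the cause was not tested.

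The counts for the lines against nrpd1 under ABA left that range only with a 2-fold limit, to 5268 in 13-7 and 6795 in 19-4. The same limit, by its construction, gave 7917 genes for ABA in WT, 1985 for ABA in 19-4, 2296 for 19-4 against nrpd1 without ABA, 520 for 19-4 against 13-7 and 3948 for the different ABA response of 13-7. Shares were then 85.9% and 78.9%, and medians 1.96 in nrpd1, 0.68 in 13-7 and 0.15 in 19-4. With no fold limit the shares were 89.0% and 82.2%, and the medians 1.1 in nrpd1 and 0.34 in 13-7.

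The methods' t-test gave 9642 genes for 13-7 and 10942 for 19-4 against nrpd1 under ABA, but 152 for ABA in 19-4, 1 for 13-7 and 2 for 19-4 against nrpd1 without ABA, 4 and 119 for nrpd1 against WT without and under ABA, and 417 for 19-4 against 13-7. Shares were 72.4% and 66.6%. With only the groups compared in the fit, the counts were 1578 for ABA in 19-4, 6 for 13-7 and 10 for 19-4 against nrpd1 without ABA, 17 for nrpd1 against WT without ABA and 1949 for 19-4 against 13-7, with shares of 78.7% and 72.4%. Array weights by group, which ranged from 0.391 for the nrpd1 control to 2.56 for nrpd1 under ABA, gave 21, 1915, 90 and 2348 genes for 13-7 and 19-4 against nrpd1 and nrpd1 against WT, all without ABA, and 19-4 against 13-7, with shares of 81.6% and 75.1%. These alternatives replace the spread pooled over the 8 groups, and, except for the weights, also lower the residual degrees of freedom. These effects were not separated.

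In the fit of all arrays the replicate block gave 8964 and 10606 genes for 13-7 and 19-4 against nrpd1 under ABA, 30 for 13-7 against nrpd1 without ABA, 265 for nrpd1 against WT without ABA and 1108 for 19-4 against 13-7. It moved the seed maturation genes of 13-7 to an adjusted p of 0.0461 and ABI4 in 13-7 under ABA to 0.0491, and it changed no other call of a list or named gene and no other count by more than 1.5 times. The replicate block with only the groups compared gave 938 genes for ABA in 19-4, 1 for 13-7 against nrpd1 without ABA, 37 and 156 for nrpd1 against WT without and under ABA, and 1751 for 19-4 against 13-7, with shares of 76.3% and 70.1%. For 19-4 against nrpd1 without ABA limma called 0 genes in that fit, with 4733 at an unadjusted p under 0.05, while the methods' t-test called 2. In the 3 comparisons where the replicate numbers pair the arrays, same-numbered arrays also lay on the same slide, as they did for WT and nrpd1 under ABA, where the numbers do not pair the arrays.

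Normexp gave 129 genes for nrpd1 against WT under ABA, a share of 78.1% in 19-4, and medians of 1.11 in nrpd1 and 0.047 in 19-4. Quantile normalization gave a share of 79.0% in 19-4. Median scaling gave 5293 genes for ABA in 19-4, shares of 89.8% and 82.7%, and a median of 0.28 in 19-4, and it moved the median change of all genes by more than 0.1 in 8 comparisons, most for ABA in nrpd1 (by 0.36, to 0.48). Without a filter on dim probes there were 7649 genes for ABA in 19-4 and 9105 for 19-4 against nrpd1 without ABA, and the share in 19-4 was 79.0%. The added genes are, by the filter's construction, those dim in at least 1 array of every group. With probes well above background on all arrays, fewer genes were tested, and the counts were 2666 for ABA in 13-7, 13 for 13-7 against nrpd1 without ABA, and 35 and 111 for nrpd1 against WT without and under ABA. The share in 19-4 was then 78.1%, and the medians 1.14 in nrpd1 and 0.029 in 19-4. Slide as a fixed block gave shares of 90.8% and 84.2% and adjusted p-values of 0.00225 and 0.00947 for the seed maturation genes in 13-7 and 19-4. Slide as a random block gave shares of 88.7% and 80.8%. Camera with an estimated correlation gave 0.274 for the photosynthesis genes in each line.

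Leaving out each array in turn gave 7338 to 8434 genes for 13-7 and 9501 to 10105 for 19-4 against nrpd1 under ABA, 12182 to 12919 for ABA in nrpd1, 11019 to 12766 in WT, 3081 to 3939 in 13-7 and 1662 (without replicate 3 of the 19-4 control) to 4284 in 19-4. It gave 26 to 31 genes for 13-7 and 3288 to 6059 for 19-4 against nrpd1 without ABA, 130 (without replicate 3 of the WT control) to 239 and 291 to 433 for nrpd1 against WT without and under ABA, and 269 (without replicate 2 of 13-7) to 781 for 19-4 against 13-7. The different ABA response gave 4943 to 7414 genes in 13-7 and 10246 to 11921 in 19-4. Shares ranged from 83.2% to 90.2% and from 74.9% to 83.9%, and medians from 1.29 to 1.40 in nrpd1, 0.40 to 0.49 in 13-7 and 0.032 to 0.0999 in 19-4. Adjusted p-values ranged from 0.0340 to 0.136 and 0.0772 to 0.364 for the seed maturation genes, from 7.64e-10 to 4.87e-09 and 1.92e-09 to 1.02e-08 for the photosynthesis genes, and from 0.243 to 0.523 and 0.655 to 0.991 for the ABA markers, in 13-7 and 19-4. Of the named genes' changes 411 kept their call and 9 lost it.

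In the simulations of unchanged lines, the most genes called were 425 and 74 with noise from each array's own group and 5153 and 7550 with noise from all arrays, for 13-7 and 19-4 against nrpd1 under ABA, and the median was 0 in each. The list of transposable element genes was not run. Signal over background limits the comparisons of the 19-4 control, and probes near background give bounds only.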

Other observations

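Of the tests below, those chosen or altered only after the result was seen were the comparison of the fits of 24 and 6 arrays in the simulations of an unchanged line, both tests of the ONSEN signal, both of the WT control replicate 2, and both of the shared probe sequence. Each comparison of 3 arrays with 3 allows 10 splits of the arrays. In each of the 11 such comparisons 1 of 10 splits, the real one, gave as many genes as reported, and since no share under 0.05 is possible, chance cannot be excluded by that count. In the 3 comparisons where the replicate numbers pair the arrays, 4 of the 10 splits part all pairs, and 1 of these, the real one, gave as many genes. The next largest count was 2368 for 19-4 against nrpd1 without ABA, in the split that exchanges replicates 2 and 3 of the controls between the groups, and at most 18 in the others.

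The study's overlap counts, quoted above, can be set beside the counts here of 7712 genes in 13-7 and 8355 in 19-4. Those are higher than the values quoted from the study above. With the methods' t-test the shares of called genes that respond to ABA in nrpd1 were 72.4% and 66.6%, which round to the shares quoted above, while the genes called under ABA, 9642 and 10942, were more than those quoted.

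The 4828 genes called between 19-4 and nrpd1 without ABA may come in part from the pooled spread. In 8 of 100 simulations of an unchanged line in which each group keeps its own spread, as many genes were called, with up to 9058 genes, and in 25 of them 100 genes or more. In the fit of only the 6 arrays compared, which does not pool the other groups, 10 genes were called from the data, and 9 of the simulations gave as many. An unchanged line is thus not excluded in either fit. Pooling added calls in 35 simulations and removed calls in 2, and 16 of the 25 had no more than 10 genes in the fit of 6 arrays. Of the 8 simulations above, however, only 2 had so few there, and the 6 others gave up to 8385. The pooled spread and deviations that the genes of an array share therefore cannot be told apart. Low signal on replicates 2 and 3 of the 19-4 control was tested in replicate 1, whose signal is normal. The 5733 genes called without replicate 1 had a median change of 1.06, of which 0.29 (27.0%) was kept in replicate 1, with 62.2% of the genes in the same direction. Part of the change is thus seen with normal signal and part is not, so that low signal and a real difference cannot be told apart. Calls were spread over the range of brightness, with 23.2%, 23.6%, 19.0% and 18.0% of genes called in 4 classes from the dimmest to the brightest (a difference of -5.16 points), which does not decide whether dim probes add to the count. A real difference of 19-4 without ABA stays open.

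ONSEN probes gave signal in both lines without heat. DNA in the RNA of the lines could do the same. The share of probes for other regions that were well above background was 2.33 points higher on the 13-7 than on the nrpd1 control arrays. The ranges overlapped (32.4% to 39.5% against 32.3% to 34.6%), but the share was higher in 13-7 for each replicate number, by which these arrays pair. By replicate it was 39.5%, 32.4% and 34.4% in 13-7 against 34.6%, 32.3% and 32.3% in nrpd1. On the 19-4 control arrays it was lower (31.8%, 20.2% and 21.6%, with low signal on replicates 2 and 3). Under ABA it was 28.4% to 32.4% in 13-7 and 28.9% to 32.6% in 19-4 against 29.2% to 33.5% in nrpd1. The 19-4 control arrays and the ABA arrays of both lines thus showed no excess, while the 13-7 control arrays did, by little in replicate 2. DNA of an element with many copies would show at a lower amount than DNA of single-copy regions. Whether the copies in these lines are numerous enough to give the ONSEN signal in this way was not tested. DNA and RNA of the new copies were therefore not told apart. The bright probes also read partly the same transcripts. AT1G11265 and AT3G61330 share 55 of 60 bases, while AT1G48710 shares 6 with each, and 1 of 21 pairs of the 7 probes shares 20 bases or more. Whether 1 transcript or several are read cannot be told apart from these probes. Transcription of the new copies stays open.

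Replicate 2 of the WT control lay towards the ABA arrays on the first principal component, at -54.9 against -112 and -122 for the other WT controls. A swap with a WT ABA array needs such an array among the controls, and the lowest WT ABA array was at 154, which argues against a swap. A mixture with ABA-treated RNA may account for the shift. On the linear scale the seed maturation genes on that array lay at 9.13% of the WT response, other strongly raised genes at 9.12% (571 genes, quartiles 7.27% and 11.2%) and the ABA markers at 9.16%. Photosynthesis genes changed by -0.22 against -0.11 for that fraction, within the range of the other control arrays (-1.26 to 0.95). Seedlings that germinated late would give the same pattern, and were not tested apart. ABI5 on that array was at 1.02 against -1.74 and -2.92. Replicate 2 of the nrpd1 control, on the same slide, showed a much smaller shift of this kind. Its strongly raised genes lay at 1.12% of the nrpd1 response (quartiles 0.11% and 2.07%). PAP85 was at 1.12 there against -7.44 and -7.38 on the other nrpd1 controls. That array belongs to the reference group of the lines without ABA. Replicate 2 of the 13-7 control, also on that slide, lay at -0.07%.

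AT1G24800, AT1G24881, AT1G25055 and AT1G25150 were all lower in 13-7 without ABA, by changes from -1.06 to -1.03, and also in 19-4, by changes from -1.77 to -1.73. The probes of these loci share at least 44 of 60 bases in each of the 6 pairs, so that they may read the same transcripts and count as 1 observation. AT1G25211 changed with them (-1.24 in 13-7 and -1.71 in 19-4), and its probe shares at most 8 bases with theirs, so that reading of a common transcript outside those bases and a separate change cannot be told apart. These genes were chosen after their values were seen, as was the fall of AT2G27740 (-4.91) in 13-7 without ABA, which was not called in 19-4.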
